A study of Homo sapiens with 16 samples. Its data were reported in "The angiotensin II type 1 receptor antagonist telmisartan inhibits cell proliferation and tumor growth of esophageal adenocarcinoma via the AMPKa/mTOR pathway in vitro and in vivo" (2016).

How the data were processed

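MicroRNA (miRNA) was measured in subcutaneous tumours grown from OE19 cells, a human oesophageal adenocarcinoma line, in nude mice. The labels put 8 samples in the control group and 8 in the telmisartan group, each hybridised to its own array. Per the labels, telmisartan, an angiotensin II type 1 receptor blocker, was given at 50 μg per body per day, 5 times a week, and tumours were taken on day 22. The labels number the tumours 1 to 8 in each group but do not tie each tumour to an animal, so the p-values measure only the spread between these samples, which may be technical. The study's growth curves rest on fewer animals per group than there are arrays, so some arrays may share an animal, and n here counts arrays. If so, p-values over arrays are too small.

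The authors labelled total RNA, hybridised it to a Toray 3D-Gene human miRNA chip and read one scanner table per array. The deposited values are intensity on a linear scale. Each table held 2565 human miRNA probes and 320 blank spots, and gave the raw intensity, the intensity after background subtraction and a globally normalised intensity. Tested on every array, the background equalled the mean of the blank spots after removal of the lowest and highest 5%, and a probe had a background-subtracted intensity where its raw intensity exceeded that mean by more than 2 SD; this rule matched 100% of the spots. The authors also deposited a value table. Set against the scanner values, it held linear, uncentred intensity after quantile normalisation over the 1366 probes detected on all 16 arrays, with a median of 11.4 on every array. No column was left without a sample.

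From these tables the background-subtracted intensity was quantile-normalised over the detected probes of each array, undetected probes were set to the lowest normalised detected value (0.03 on the log2 scale), and log2 was taken. The 7 spots flagged by the scanner were treated as missing. A probe was tested when detected on at least 8 of the 16 arrays, which left 1945 probes. This normalisation was fixed before the data were examined and turned out to have a limit that bears on every dim probe. The mean log2 signal of the 681 dimmer probes among those detected on all arrays followed the number of detected probes per array with Pearson's r = 0.997 and Spearman's rho = 0.997 (permutation test, 100000 resamples, p = 1e-05 for each, the smallest they can give, adjusted p = 2e-05 over 2 relations, n = 16), and r was 0.996 without the 2 arrays farthest from the median. In the deposited value table r was 0.10 and rho 0.01 (permutation p = 0.771 and 0.978, adjusted p = 0.771; r = 0.20 without those 2 arrays). Values from the deposited value table are therefore given beside the others where they change the call of a list or move a count or a log2 fold change in the text by over 1.5 times.

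Groups were compared per probe by the exact two-sided Mann-Whitney U test over all 12870 assignments, the test named in the study's methods, and by limma 3.58.1 in R 4.3.3, each with Benjamini-Hochberg adjustment and a threshold of 0.05. The smallest p the rank test can give is 0.000155, and at least 7 probes at that p are needed for 1 to pass adjustment. A count at an unadjusted p under 0.005, the limit stated for the study's tumour list, was also taken. The 19 miRNA lists were fixed before the data were examined and tested with limma's camera at a preset correlation of 0.01 and with an estimated one, over the 1939 probes with no missing value. The mean signal of each list per array, over the same probes, was compared between groups by an exact two-sided permutation test with adjustment over the 19 lists, a test chosen after seeing the data. Intervals are 95% intervals from limma. Separation of the groups was the mean Pearson correlation between arrays within groups minus that between groups, with an exact permutation test. Named miRNAs were the 10 tested probes with the smallest limma p in each direction, the 8 miRNAs the study listed for tumours, the 10 brightest probes, the 2 members of each list with the smallest p and the 2 brightest, and miR-301a-3p, miR-200a-3p and miR-210-3p, 87 probes in all; any probe passing adjustment was to be added, and there was none. No tested probe was below background on every array of a group.

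The procedure was tested on simulated data with the real means and spreads of 1939 probes, drawn independently between probes. limma recovered 24% of the probes changed by 0.5 on the log2 scale, 76% of those changed by 1, 100% of those changed by 2 and 94% of those changed by 3, and the rank test recovered 20%, 66%, 98% and 94%. For each size 50 probes were changed, all in the same simulation and adjusted together. Recovery of a few changed probes was thus not measured and can be lower. The floor and the normalisation were not simulated. Of the 1739 unchanged probes, limma called 10 and the rank test 6. Signal over background and the number of arrays limit the precision. No pair of arrays shared a raw value at any probe; the pair with the smallest mean absolute difference, control 8 and telmisartan 3, differed by 0.26 on the log2 scale. Human probes cannot tell a conserved miRNA of the mouse from that of the tumour, and probes of near-identical family members can share signal. The alternatives were other normalisations and backgrounds, other treatment of dim and undetected probes, the deposited value table, the replicate number as a block, other limma settings, the methods' t-test and each array left out in turn. Genome coordinates were not used here because the files name no build.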

Results

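The arrays asked which miRNAs differ between OE19 tumours of mice given telmisartan and tumours of control mice. There were 8 arrays in each group, and between 1618 and 2240 of the 2565 probes were detected per array. The groups had 1904 ± 226 detected probes in control and 1965 ± 155.4 in telmisartan tumours (SD, n = 8 each; exact permutation test, two-sided, adjusted p = 0.716). Median raw intensity was 16.2 ± 3.75 and 15.6 ± 3.06, and background was 12.8 ± 3.07 and 12.2 ± 2.77 (exact permutation test, adjusted p = 0.716 for both).

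No miRNA passed the threshold between telmisartan and control tumours after adjustment. miR-203a-5p had a log2 signal of 3.37 ± 0.50 in control and 4.08 ± 0.25 in telmisartan tumours, a log2 fold change of 0.71 (95% interval 0.26 to 1.16, n = 8 each). miR-338-3p had 4.69 ± 0.46 and 5.30 ± 0.33, a log2 fold change of 0.61 (95% interval 0.16 to 1.06). miR-7975 was at 0.77 ± 0.24 (log2 fold change ± SE), and miR-33a-5p, which lies in an intron of the sterol regulator gene SREBF2, was at 0.58 ± 0.21. On the lower side, miR-4263 was at -0.47 ± 0.18, miR-1294 at -0.46 ± 0.22 and miR-2682-3p at -0.42 ± 0.21. miR-4263 was detected on 7 control and 4 telmisartan arrays and miR-1294 on 7 and 6, and the other arrays were set to the floor, so these estimates rest partly on values not above background. With normexp background correction, run with an offset of 50, miR-203a-5p was at 0.12, miR-338-3p at 0.20 and miR-4263 at -0.02. There 52 of the 87 named miRNAs lay closer to 0 by over 1.5 times. Median raw intensity was 16.2 in control and 15.6 in telmisartan tumours, so an offset of this size alone pulls dim probes toward 0. miR-4263 was at -0.89 with median scaling and miR-7975 at 0.45 in the deposited value table. The count was 0 by the exact Mann-Whitney U test and 0 by limma, with 35 and 30 probes at an unadjusted p under 0.05 where chance gives 97.2. In the deposited value table the Mann-Whitney count at that p was 58, where chance gives 68.3 over 1366 probes. It was 64 with median scaling, 83 with quantile normalisation over common probes, 78 with normexp and 29 without normalisation. The limma count at that unadjusted p was 440 with array weights (smallest adjusted p = 0.101) and made up 5.32% of the probes without control array 2.

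**Figure D1:**
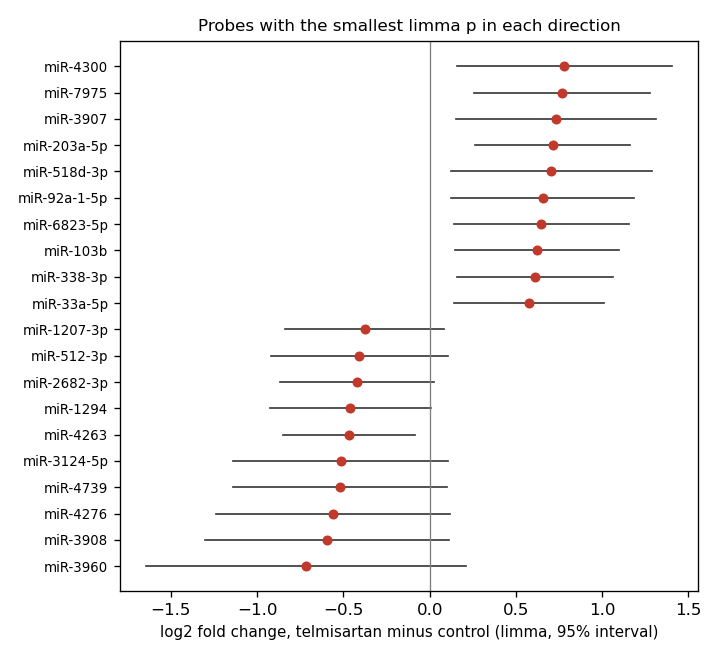
Log2 fold change, telmisartan minus control, of the 10 probes with the smallest limma p in each direction, with points for the estimate and lines for its 95% interval (n = 8 arrays per group). miR-203a-5p lies at 0.71 and miR-4263 at -0.47, and no probe passed adjustment.

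At an unadjusted p under 0.005, 2 miRNAs were higher and 0 lower in telmisartan tumours, where a share of 0.005 of the 1945 probes is 9.72. They were miR-203a-5p (exact Mann-Whitney p = 0.00186) and miR-338-3p (p = 0.00466). Without ties 0.00466 is the largest p below 0.005 that the exact Mann-Whitney U test can give here, so chance gives slightly fewer than that share. The count was 6 without control array 2, and 1 without any 1 of control arrays 3, 6, 7 and 8 or telmisartan arrays 1, 2, 6, 7 and 8. In the authors' deposited value table the count was 11 miRNAs, 4 higher and 7 lower, where a share of 0.005 of the probes is 6.83, and the smallest adjusted p was 0.504. Those 11 included all 8 miRNAs of the study's tumour list. This list was chosen on these samples and is not independent evidence. In the deposited value table miR-138-1-3p was at -0.43 ± 0.13 (log2 fold change ± SE), miR-6723-5p at 0.37 ± 0.12 and miR-1207-3p at -0.47 ± 0.14. With the normalisation used here, the same miRNAs were at -0.32 ± 0.21, 0.46 ± 0.19 and -0.38 ± 0.22, and 0 of the 8 had p under 0.005. All of the 8 but miR-1185-1-3p were dim, with a mean log2 signal of 3.23 or lower. Under this normalisation the signal of dim probes follows the number of detected probes, so the 0 cannot be held against the study's list. miR-138-1-3p was at -0.20 without telmisartan array 7.

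No separation of the groups was detected over all tested probes. The mean correlation within groups minus that between groups was -0.000541 (exact permutation test, two-sided, p = 0.88). The first principal component held 38% of the variance and the second 27.6%, and neither passed a test between groups (exact permutation p = 0.344 and 0.5259). Over the 8 miRNAs of the study's tumour list the difference was 0.0342 (exact permutation p = 0.000155, the smallest possible), on the samples the list was chosen from. The mean of the 2 miRNAs listed as higher minus that of the 6 listed as lower was -0.05 ± 0.16 in control and 0.72 ± 0.34 in telmisartan tumours (SD, n = 8 each).

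**Figure D2:**
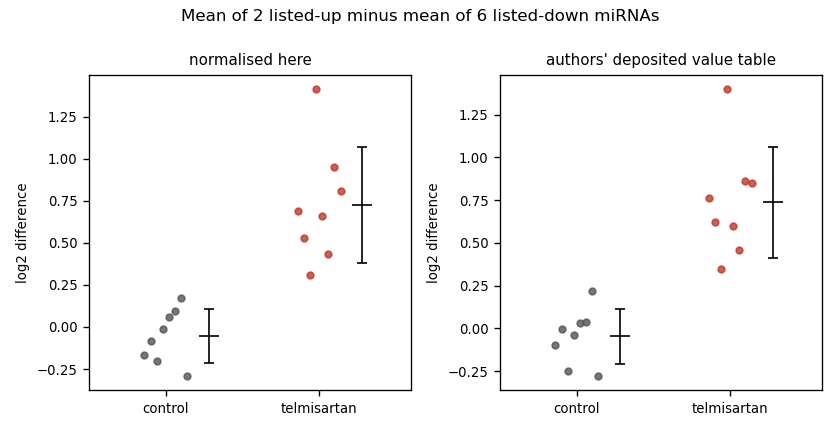
Mean log2 signal of the 2 miRNAs the study listed as higher minus that of the 6 listed as lower, 1 point per array, with the mean and SD beside the points (n = 8 per group), for the values normalised here and for the deposited value table. Control arrays reach 0.17 and telmisartan arrays start at 0.31 in the former, on the samples the list was chosen from.

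Of the 19 lists, 10 were shifted higher and 1 lower relative to the other probes at the preset correlation, and 0 with an estimated correlation. The lower list and 1 of the higher ones were the study's tumour lists, chosen on these samples, so their calls are not independent. Estimated correlations ran from 0.21 for the list higher in culture to 0.985 for skeletal muscle, against the preset 0.01. Some lists also share members, so the calls are not separate support. All 9 tested members of the let-7 family, which represses growth genes such as RAS, had estimates above 0, with a median log2 fold change of 0.44 (adjusted p = 0.000642, and adjusted p = 0.533 with an estimated correlation). let-7g-5p was at 0.59 ± 0.30 and let-7a-5p at 0.15 ± 0.21 (0.09 to 0.27 leaving out each array). The let-7 means followed a split of the arrays by miR-3960 that was uneven between the groups, described under other observations. The 10 miRNAs tied to AMPK and mTOR signalling had a median of 0.43 (adjusted p = 0.000642, and adjusted p = 0.425 with an estimated correlation), with miR-101-3p at 0.80 ± 0.39 (0.51 without telmisartan array 4) and miR-301a-3p at 0.38 ± 0.27. That list was not split by the direction in which its members act, so its shift gives no direction for the pathway. The cell cycle arrest list had a median of 0.35, ranging from 0.20 to 0.54 leaving out each array (adjusted p = 0.0415, and adjusted p = 0.622 with an estimated correlation). That call was also lost with median scaling (adjusted p = 0.0779), with quantile normalisation over common probes (adjusted p = 0.0707), with normexp (adjusted p = 0.0679), with the replicate number as a block (adjusted p = 0.0789) and without any 1 of 10 arrays (controls 1, 5, 6, 7 and 8 and telmisartan 1, 4, 5, 6 and 7, adjusted p up to 0.488). The oncogenic list had a median of 0.36 (adjusted p = 0.00441, and adjusted p = 0.549 with an estimated correlation), with miR-183-5p at 0.56 ± 0.25 and miR-21-5p at 0.07 ± 0.26 (-0.03 to 0.20 leaving out each array). The study tumour lists had medians of 0.48 and -0.31 (adjusted p = 0.00347 and 7.32e-06, and adjusted p = 0.181 for both with an estimated correlation), and the former lost its call without normalisation (adjusted p = 0.0907) and had a median of 0.29 without telmisartan array 4 and control array 3. Adjusted over the list alone, 2 members passed in the squamous epithelium and skin list and 2 in the study tumour list of higher miRNAs, the latter not independent, and 0 in the other lists; over all probes 0 passed. With normexp the medians of 13 of the 19 lists lay closer to 0 by over 1.5 times, which its offset of 50 alone can give for dim members. Without control array 1 the number of lists called was 5, the study's tumour lists among them, and the oncogenic list also lost its call without control array 8.

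Of the 7 lists of other cell types, those of skin, skeletal muscle, leukocytes, and fibroblasts and smooth muscle were shifted higher relative to the other probes at the preset correlation. The mean signal of the lists varied widely between arrays, and its test between groups passed for 0 of the 19 lists (exact permutation test, two-sided, smallest adjusted p = 0.239). The skin list had a mean log2 signal of 7.60 ± 2.82 in control and 10.03 ± 1.93 in telmisartan tumours (exact permutation p = 0.0713, adjusted p = 0.499), and camera against the other probes gave adjusted p = 0.00347, and adjusted p = 0.181 with an estimated correlation. miR-205-5p, a miRNA of squamous epithelium, ranged from 0.99 to 12.23 over the arrays, with a log2 fold change of 3.83 ± 1.71. The skeletal muscle list had 3.80 ± 3.17 and 5.41 ± 2.17 (exact permutation p = 0.248, adjusted p = 0.524), and camera against the other probes gave adjusted p = 0.0177, and adjusted p = 0.549 with an estimated correlation. Its median log2 fold change was 1.63, and 1.05 without telmisartan array 4, and miR-133b was at 1.496 ± 1.18 (0.92 without telmisartan array 4, 0.99 without control array 3 and 0.41 without both). The call of the list was lost in the deposited value table (adjusted p = 0.116), with normexp (adjusted p = 0.222), with undetected values missing or probes detected on all arrays (adjusted p = 0.141 for both) and without any 1 of control arrays 1, 3 and 8 and telmisartan arrays 4 and 5 (adjusted p up to 0.312). The leukocyte list had 5.29 ± 1.33 and 6.10 ± 1.15 (exact permutation p = 0.21, adjusted p = 0.499), and camera against the other probes gave adjusted p = 0.00151, and adjusted p = 0.533 with an estimated correlation, with miR-142-3p at 1.11 ± 0.51. The median log2 fold change of this list was 0.81, and 0.51 without telmisartan array 4. The fibroblast and smooth muscle list had 6.23 ± 1.19 and 6.79 ± 1.02 (exact permutation p = 0.326, adjusted p = 0.559), and camera against the other probes gave adjusted p = 0.00441, and adjusted p = 0.595 with an estimated correlation, with miR-143-3p at 0.88 ± 0.48. Its median log2 fold change was 0.53, with 0.27 without telmisartan array 4, 0.28 and 0.35 without control arrays 6 and 8, and 0.81 without telmisartan array 3. Its call was lost without any 1 of control arrays 1, 6 and 8 and telmisartan array 4 (adjusted p up to 0.159), and that of the leukocyte list without control array 1 (adjusted p = 0.053). The endothelial list (median 0.37, adjusted p = 0.364), the erythroid list (median 0.00, mean -0.01, adjusted p = 0.303) and the list of other organs (median 0.01, mean -0.01, adjusted p = 0.303) did not pass, the last 2 tested as lower, and the erythroid list was called lower without control array 8 (adjusted p = 0.0189). Leaving out each array, the medians of these 3 lists ranged from 0.16 to 0.58, from -0.14 to 0.21 and from -0.04 to 0.20. In the deposited value table the erythroid median was 0.09.

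**Figure D3:**
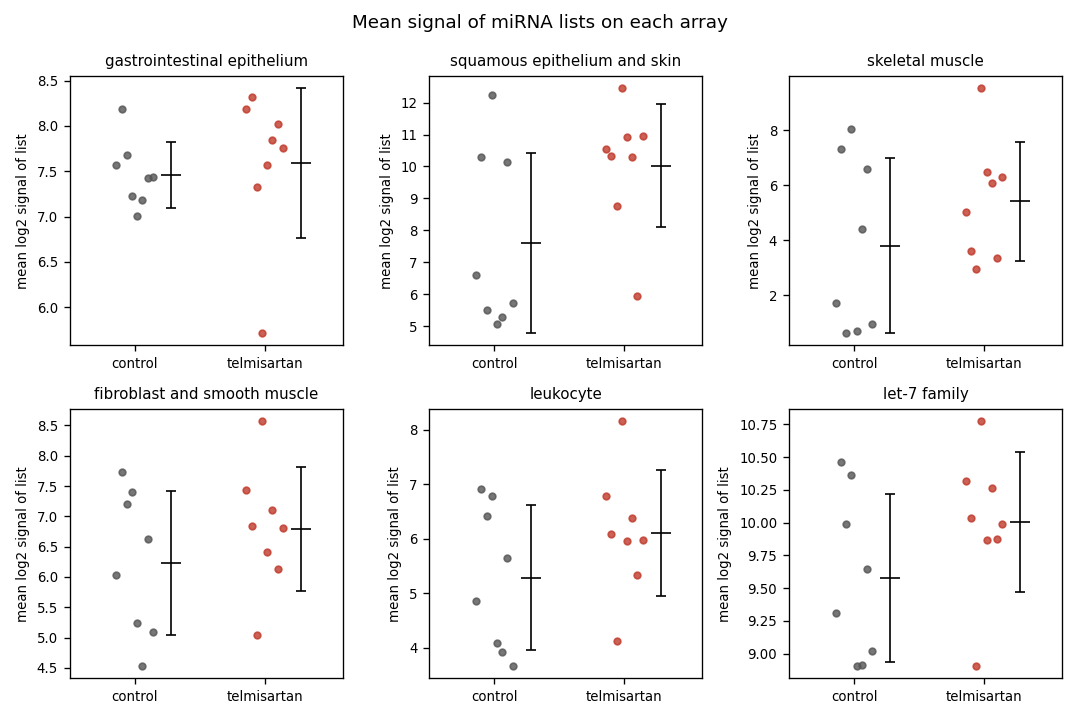
Mean log2 signal of the members of 6 lists, 1 point per array, with the mean and SD beside the points (n = 8 per group). Telmisartan array 4 lies at 5.72 in the gastrointestinal list, below every other array, and at 9.52 in the skeletal muscle list.

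The miR-200 and gastrointestinal lists did not pass on all 16 arrays and were called without telmisartan array 4. The miR-200 family, which maintains epithelial identity, had a median log2 fold change of 0.16 over 5 members (adjusted p = 0.614), with miR-200a-3p at 0.19 ± 0.21 (0.13 to 0.31 leaving out each array). The gastrointestinal list had a median of 0.03 over 7 members (adjusted p = 0.764). miR-194-5p was at -0.23 ± 0.48 and miR-192-5p at -0.18 ± 0.47. Without telmisartan array 4 they were at 0.29 and 0.32, and leaving out each array the lowest values were -0.34 and -0.29. Without telmisartan array 4 both were called higher, at the preset correlation, with medians of 0.31 and 0.32 (adjusted p = 3.96e-05 for both). The miR-17-92 clusters had a median of 0.19 (adjusted p = 0.07) and were called higher without telmisartan array 4 (median 0.35, adjusted p = 3.8e-07) and without any 1 of control arrays 2 and 3 and telmisartan array 3. Without telmisartan array 4 and with an estimated correlation, adjusted p = 0.199 for the miR-200 and gastrointestinal lists and adjusted p = 0.279 for the miR-17-92 clusters. The median of the 14q32 imprinted cluster was 0.13 over 44 tested members (adjusted p = 0.83), ranging from 0.04 to 0.23 leaving out each array. In the deposited value table the medians were 0.06 for miR-200, -0.07 for gastrointestinal, 0.12 for miR-17-92, which was called there (adjusted p = 0.0395), and 0.06 for 14q32. The miR-17-92 clusters were also called over probes detected on any array (adjusted p = 0.0331) and over the brighter probes (adjusted p = 0.0223). miR-210-3p, induced by low oxygen, was at 0.56 ± 0.31 (0.34 without control array 3, 0.37 without telmisartan array 4 and 0.14 without both).

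The lists the study gave for cultured OE19 cells were compared with the tumours. Of 25 tested probes, 7 had the same sign as in culture (exact binomial test, two-sided, p = 0.0433). That test treats correlated miRNAs as independent and takes either sign as equally likely. Most of these 25 probes had estimates above 0 in tumours whichever way they were listed in culture. Over all tested probes the median log2 fold change was 0.07, and -0.03 in the deposited value table, so a lean of all probes was not seen there. Because the listed miRNAs are correlated, the low count cannot show that tumours moved against the culture response. Of the 10 probes listed as higher in culture 7 had estimates above 0 in tumours, with a median of 0.14 (adjusted p = 0.49, and 0.08 to 0.25 for the median leaving out each array). Of the 15 listed as lower 0 had estimates below 0, with a median of 0.23 (adjusted p = 0.00441, and adjusted p = 0.595 with an estimated correlation). This call was lost without control array 1 (adjusted p = 0.105) and without telmisartan array 7 (adjusted p = 0.169), and leaving out each array the median ranged from 0.16 to 0.36. In the deposited value table the sign was that seen in culture for 6 of the 10 and 1 of the 15, with a median of 0.07 for the former.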

Values the study reported

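The study analysed 2555 miRNA probes. It reported 2 up-regulated and 6 down-regulated miRNAs in xenograft tumours of the telmisartan group, and 10 up-regulated and 15 down-regulated miRNAs in treated OE19 cells. The limit on p was stricter for the tumour list, and a limit on fold change was stated only for the cells. The counts of tumours and cells are therefore not comparable.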

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

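The tests on telmisartan array 4 and the tests of the study list that use permutation p were chosen after the values had been seen. Of 218 sets of 8 arrays examined, 28 held an array far from the other 7, where chance flags about 1 in 20. Telmisartan 4 accounted for 10 and telmisartan 3 for 7.

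Telmisartan array 4 had a log2 signal of 7.81 for miR-194-5p and 7.70 for miR-192-5p, and list means of 5.72 for gastrointestinal epithelium and 8.20 for the miR-200 family, each the lowest of its group. It was also lowest for miR-4739 (8.61) and miR-4276 (1.98), and highest for miR-210-3p (9.44), miR-101-3p (5.48), miR-6723-5p (4.24) and the study's list of higher tumour miRNAs (mean 4.00). More host tissue alone would raise every host list, and 5 of the 6 lay over 1 SD above the other 7 telmisartan arrays. The erythroid list lay 1.61 SD below them at 5.095. Telmisartan array 6 was at 5.089 in that list, so its value lies within the group and cannot decide. More host tissue, or a change in which host tissue was sampled, stays open. A failed array is argued against, since 0 of the 5 quality measures lay outside the range of the other 15 arrays. Treatment did not give this pattern on the other 7 telmisartan arrays, since 0 of them had a gastrointestinal mean below the lowest control. That test partly restates why array 4 was flagged, and a wrong label was not tested.

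The shift of the lists at the preset correlation is the second pattern. Chance could not be excluded: 17 of 100 splits of the arrays called as many lists as the 11 of the real one, and the highest other split called 15. The 11 include the study's tumour lists, which were chosen on these samples for the real grouping and so favour its count. With the fibroblast and smooth muscle mean as a covariate, the median shift of the 9 other lists called higher went from 0.45 to 0.18, which is 40.8% (31.2% to 56.5% leaving out 1 array). With the mean of miR-3960, miR-7704, miR-6087 and miR-5787, very bright probes that varied between arrays, it went to 0.23, which is 52% (23.1% to 64.4%). Of the lists called higher, only the study's tumour list kept its call with this covariate. Whether stromal RNA or RNA makeup gives the shift stays undecided, because those ranges cross the limits set before the results with these covariates were seen. These tests therefore do not separate stromal RNA or RNA makeup from treatment.

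The separation of the groups over the study's tumour list is the third pattern. The real grouping and each of 99 other splits were given the 8 probes with their own smallest p in the deposited value table. The real grouping then gave an exact permutation p of 0.000622, and 49 of 100 splits, the real one included, gave a p as small, with 0.000155 the smallest of the others. Choosing miRNAs on the arrays they are then shown on may thus give a separation as marked without treatment. The study's own list, of which 6 were among the real grouping's 8, was chosen in another way, so 2 further counts that set it against the splits' own probes do not compare like with like. Of these, 37 of 100 splits had a correlation difference of at least its 0.0365 (highest other 0.167), and 24 of 100 were the most extreme of all assignments over their own probes. An effect of treatment stays open.

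Telmisartan array 3 was lowest of its group for miR-7975 (13.23), miR-7977 (12.40), miR-5100 (12.29), let-7d-5p (10.58), miR-16-5p (10.73) and miR-126-3p (9.39), and highest for miR-3960 (14.22). Telmisartan array 5 was lowest for miR-6823-5p (0.0412) and miR-661 (1.16). Control array 3 was lowest for miR-6827-5p (1.47) and miR-210-3p (5.94) and highest for miR-5100 (13.91). Control array 4 was lowest for miR-194-5p (11.02) and miR-192-5p (10.76). Control array 1 was highest for miR-6823-5p (1.45) and miR-499a-5p (0.98), control array 2 for miR-200b-3p (11.31) and control array 8 for miR-103b (0.60).

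The counts of 0 by the Mann-Whitney U test and by limma cannot be tested against other splits, since 100 of 100 must give at least 0 (highest other 8 and 5). At an unadjusted p under 0.005, 46 of 100 gave at least the real 2 and the highest gave 156. Between the groups of that split the mean number of detected probes differed by 233, the most of the 100 splits, and the split gave 5 in the deposited value table. In that table, a share of 15 of 100 gave at least the real 11, and the highest other gave 45. The 156 thus goes with the tie of the normalisation used here to the number of detected probes. It need not reflect a structure of the samples. The 45 comes from the deposited value table, where that tie was not seen. It may point to a structure of the samples, whose cause was not tested.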

How the results depend on the processing

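The covariates, the test of list means, the scanner-marked spots and the runs without 2 arrays were chosen after seeing the data, with the limits for judging the covariates set before their results were seen. The counts by the Mann-Whitney U test and by limma were 0 under every alternative run, and by the methods' t-test 32 unadjusted and 0 adjusted. The count at p under 0.005 was 7 with median scaling, 11 with quantile normalisation over common probes, 11 in the deposited value table, 12 with normexp, 1 without normalisation and 0 without telmisartan 4 and control 3. It ranged from 1 to 6 leaving out each array, the 6 without control 2. With the replicate number as a block it was 0, a value the pairing fixes, since 8 pairs cannot go below 0.00781; same-numbered arrays deviated with correlations of -0.62 to 0.62 and 1 of 8 correlated best with its own number, so the numbers share only a name. Number of lists called: 0 with an estimated correlation, 0 also when telmisartan 4 was left out too, 0 by the test of list means, 6 with the stromal covariate, 3 with the RNA makeup covariate, and 5 to 12 leaving out each array, the 5 without control 1. The 3 with the RNA makeup covariate were the study's tumour lists, chosen on these samples, and the 14q32 cluster, called lower. No other list called on all arrays kept its call there. No slide or scan batch is given, so that block was not run.

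Median log2 fold changes of lists are given where the test's direction turned, and the cause was not tested. The 14q32 cluster was tested as lower at 0.13 with median scaling, 0.0551 in the deposited value table, -0.00090 with normexp, and 0.15 both with undetected values missing and with probes detected on all arrays. The list of other organs was tested as higher at -0.0213 with quantile normalisation over common probes and 0.15 without telmisartan 4 and control 3, where the erythroid list was at 0.23. With the stromal covariate the lists tested as lower were cell cycle arrest (-0.0358), endothelial (-0.0502), fibroblast and smooth muscle (-0.0418), 14q32 (-0.0658) and culture up (-0.0189). With the RNA makeup covariate they were miR-200 (0.18), gastrointestinal (0.17), miR-17-92 (0.12), cell cycle arrest (0.0296), oncogenic (0.11), endothelial (-0.0088), fibroblast and smooth muscle (0.0483), 14q32 (0.0075) and culture up (0.0427). None of these lists was called in its new direction except 14q32 under each covariate. Leaving out each array, medians ranged from -0.0243 to 0.31 for miR-200, -0.13 to 0.32 for gastrointestinal, -0.14 to 0.21 for erythroid, -0.0418 to 0.20 for other organs and 0.0357 to 0.23 for 14q32.
The same-sign count in the culture lists was 6 or 7 of 25 and the separation over all probes stayed below 0 in each of the settings run. Named miRNAs changed sign only near 0, apart from miR-194-5p and miR-192-5p. With normexp, whose offset of 50 alone pulls dim probes toward 0, 14 of 87 moved by over 1 SD. With median scaling, no normalisation and quantile normalisation over common probes 2, 2 and 1 did. Log2 fold changes moved by over 1.5 times or changed sign for 55, 21, 37 and 16 of the 87 in these settings, and list medians for 17, 4, 9 and 8 of 19. For dim probes the measured limit is the tie of the normalisation to the number of detected probes.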

Other observations

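The count here at an unadjusted p under 0.005, the limit stated for the study's tumour list, was 2 higher and 0 lower. The lower count is below the value quoted from the study above. Because the normalisation used here ties dim probes to the number of detected probes, this gap cannot be held against the study's list. In the deposited value table the count was 4 higher and 7 lower. Both are above the values quoted from the study above.

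The brightest probes included miR-3960, which lay between 13.99 and 14.32 on 6 arrays (controls 1, 5, 6, 7 and 8 and telmisartan 3) and between 11.49 and 12.69 on the other 10. Those 6 arrays also had the lowest let-7 means, from 8.91 to 9.65, against 9.87 or more on the other 10. The 6 arrays hold most of the controls and telmisartan 3 as the only telmisartan array, so the group estimate for let-7 moves with this split. Among the other 10, controls 2, 3 and 4 had let-7 means of 10.46, 9.99 and 10.37. The telmisartan arrays there ran from 9.87 to 10.77. Among the 6, telmisartan 3 was the lowest at 8.91. Within neither part did the telmisartan arrays lie above the controls. The fibroblast and smooth muscle list did not split as fully, with control 7 at 6.62 and telmisartan 7 at 6.14. By mean absolute log2 difference the closest pair of arrays was control 8 and telmisartan 3 (0.26, r = 0.991). By correlation it was control 1 and control 5 (r = 0.992), which differed by 0.83. miR-4454 was the brightest probe on every array, so normalisation made it constant at 15.59 and it carries no test.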
